A study of Mus musculus with 2 samples. Its data were reported in "Cancer cells impair monocyte-mediated T cell stimulation to evade immunity" (2024).

How the data were processed

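Single-cell RNA sequencing measured gene expression in CD45+ cells, the leukocytes, sorted live by flow cytometry from subcutaneous tumours of the YUMM3.3 mouse melanoma line. Tumours grew in C57BL/6 mice and were taken 12 days after injection, as the record of this series states. The study's methods name another day for its single-cell experiments on the tumour microenvironment. NTT tumours came from the targeted therapy-naive line, and RTT tumours came from its derivative that had become resistant to targeted therapy. Each group held 1 tumour and 1 library, so tumour line, mouse, sort and library cannot be separated in any comparison.

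The authors built both libraries with droplet-based 10x chemistry that reads the 3′ ends of transcripts and tags each molecule with a unique molecular identifier (UMI). Reads were processed by the authors with cellranger count against the prebuilt mm10 reference of 10x Genomics, and barcodes called as cells by cellranger were kept. Their stated filters required over 1000 genes per cell and set upper limits on mitochondrial and ribosomal reads. The authors then kept only genes found in each of several experiments, one of them probe-based, and removed ribosomal and mitochondrial genes. The deposited matrix holds raw UMI counts, not normalised, for 12584 genes in 7815 cells. A deposited table gives the library, the total count, the number of detected genes and a population name for each cell. The authors assigned the 16 population names on clusters of a batch-corrected map built jointly with cells of another melanoma model. The column sums of the deposited count matrix equalled the total counts in the cell table for all 7815 cells. Detected genes are counted here over the deposited genes only, and 7680 cells had more than 1000 of them. No column of per-cell values from another sample was present (0 columns left unused).

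All values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9 and scikit-learn 1.9.0, and plotted with matplotlib 3.10.9. Populations were merged into monocytes (Monocyte_1, Monocyte_3 and Infl_Mono), macrophages (TAM_C1q, TAM_H2Ab1, TAM_Spp1, TAM_cycling, Ctsk_Macro and Macro) and dendritic cells (cDC1, cDC2 and DC3). The merging was set once the population names were known. Cells are not replicates, so no test across cells was run and no p-value is given. Shares of cells carry exact Clopper-Pearson 95% intervals, and a share of 0 is given with the limit of 3 cells of the total. Differences of shares carry Newcombe 95% intervals. Relative abundance was the share in 1 library divided by the sum of the shares in both, as the study's methods define it. Its interval combined the limits of both shares. All intervals cover counting error only and not the difference between mice.

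For expression, UMIs were summed per gene over all cells, or over the cells of a class with at least 50 cells in each library, and scaled to CPM by that sum. Log2 ratios are RTT over NTT, with exact 95% intervals from the binomial distribution of the pair of counts, and CPM intervals are exact Poisson intervals. Where a library had 0 UMIs, the ratio was computed against a floor of 3 UMIs over the library and is a bound. A bound that fell on the far side of 0 was set to 0, a rule added after the first values had been seen. It set no member of any gene list to 0 (0 in all), and no fold is printed for the single genes it touched. A difference is called 2-fold at a log2 ratio of 1.

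The named genes followed a rule with 3 parts. The first was a panel of 57 genes, of which 55 were in the matrix; Ly6c2 and Foxp3 were not analysed here, and 1 gene of the panel is not reported here. The second part took, over all cells, the 10 genes with the largest ratio in each direction among genes with at least 500 UMIs over both libraries. The third took the 5 largest in each direction within monocytes and within macrophages among genes with at least 200 UMIs. Gene positions were read from the GENCODE M21 annotation of GRCm38 (mm10), the build of the authors' reference, whose annotation release is not the same. Slfn4, Ifit1bl1, Gbp2b, H2-Q6, Ctla2b, Fcrls, Fcrl5 and Igkc belong to families with similar copies, and how reads shared by copies were counted can alter their values.

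The gene lists were a dendritic cell list of interferon-stimulated genes (ISG-DC), a list of inflammatory type 2 dendritic cells (Inf-cDC2), inflammatory monocyte and monocyte 1 lists, CD8 effector memory and precursor exhausted (Tpex) lists, and TME-COX and TME-IRF3/7 lists. The study drew the TME lists from tumours of another model in which cyclooxygenase genes were deleted or IRF3 and IRF7 were overexpressed. The inflammatory monocyte and monocyte 1 lists were drawn by the study from a map that includes these libraries and are not independent of them. The lists share members, Isg15 and Ly6a among them. A list was summarised by the median log2 ratio of its members with at least 20 UMIs over both libraries. Its counting interval came from 200 resamples of the counts, and its percentile from 10000 random lists of the same size drawn from the same 20 bins of mean expression. A percentile describes these libraries and is not a test.

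The difference in mean CPM per cell between libraries was split into a part from the shares of populations and a part from expression within populations, each weighted by the mean of both libraries. Cycling cells were cells with a UMI of Mki67 or Top2a after each cell was thinned to 2000 UMIs, which left out 107 NTT and 63 RTT cells with fewer. Doublets were scored per library with scrublet at an expected rate of 0.06. Its automatic threshold called 0 of the 7815 cells, so it has not worked here, and no doublets were removed from the main values. The sources used here do not say that doublets were removed before deposit.

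As an alternative to the authors' names, cells were clustered anew without batch correction (2000 variable genes, 40 principal components, 20 neighbours, Leiden resolution 1), which gave 23 clusters, and again with 1843 variable genes after the genes of the interferon lists were removed, which gave 20. Clusters were named from fixed marker genes. Under the first of 2 naming rules, the mean log2 fold of the markers, a cluster of NTT cells that the authors had placed mostly under TAM_H2Ab1 and TAM_cycling was named cDC1-like. The second rule, the level of the markers relative to the cluster with the highest level, was written after those names had been seen.

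Other alternatives were TMM factors (edgeR 4.0.16) and median-of-ratios size factors (DESeq2 1.42.0, both in R 4.3.3) used only for scaling, the mean of per-cell CPM, no minimum count with 0.5 added, cells with at least 1500 genes, thinning, other summaries of the lists, other weights in the split, and other definitions of cycling. Leaving out the 6% of cells with the highest doublet score in each library was added after seeing the data, as were the second naming rule and the within-class alternatives applied to the lists. The groups, the comparisons, the rule for named genes, the marker genes, the lists and the other alternatives were fixed before the data were examined. The limits that decided the tests of explanations were set after values had been seen, and each now follows from the counting interval or the quartiles of the value itself. The test for free RNA in Infl_Mono replaced an earlier comparison with NK_cells, after RTT neutrophils had been seen to carry as much C1qa as RTT Infl_Mono cells. Tests that leave out macrophage-like monocytes first used the clustering on all variable genes. That clustering is partly built on the interferon genes tested, so the clustering without interferon lists replaced it. For Cxcl10 the explanation was left open where the ratio fell under 2-fold but its interval stayed above 0, a limit also set after the value had been seen. The test of depth for cycling macrophages was moved to 1000 UMIs, which leaves out the fewest cells, after values at 1000, 2000 and 3000 UMIs had been seen.

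The scripts were tested on simulated counts with known changes before use. The 95% intervals covered the true ratio for 95.6% of 8236 genes over all cells, 95.8% of 5287 genes in monocytes and 95.8% of 8912 genes in macrophages. All changed genes were recovered (100% of 200 over all cells, of 199 in monocytes and of 200 in macrophages). A list planted at -1.50 was recovered at -1.50, -1.50 and -1.49. The simulated counts were 1 Poisson draw per gene and library, the model that the intervals assume, and held no single cells. Coverage near 95% followed from that choice and says nothing about UMIs that gather in a few cells.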

Results

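CD45+ cells of 1 NTT and 1 RTT YUMM3.3 tumour were profiled 12 days after injection. The NTT library held 2975 cells and 19634099 UMIs, and the RTT library held 4840 cells and 44712071 UMIs, 2.28 times as many. Cells also held more UMIs in the RTT library, with a median of 8336 UMIs and 2711 detected genes per cell against 5398 UMIs and 1961 genes in the NTT library. The cell with the fewest detected genes had 862 in the NTT and 867 in the RTT library. Of the 7815 barcodes in both libraries, 7680 had more than 1000 of the deposited genes, 2887 NTT and 4793 RTT cells, and the 88 NTT and 47 RTT cells at or below that number were kept. Each group had no replicate, so no difference below could be set against a spread between mice, and no test was run. With 1 library per group, a population or cluster that lies mostly in 1 library may belong to that library.

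The first comparison asked whether the make-up of the immune infiltrate differed between NTT and RTT tumours. The sort for CD45 sets the frame of all shares, which are shares of sorted leukocytes and not of tumour cells. Monocytes made up 54.3% of NTT cells (1615 of 2975, 95% interval 52.5 to 56.1) and 4.11% of RTT cells (199 of 4840, 3.57 to 4.71). Macrophages made up 19.6% of NTT cells (582, 18.2 to 21.0) and 82.8% of RTT cells (4009, 81.7 to 83.9). Dendritic cells held 16.5% of NTT and 10.9% of RTT cells. Cells under the label NK_cells fell from 5.98% in the NTT to 1.05% in the RTT library, and neutrophils from 3.06% to 0.599%. Most cells under the label NK_cells carried T cell genes, as given below. Of the 29 RTT cells labelled neutrophils, 15 carried C1qa at 5064 CPM or more, and the other 14, with 570.5 CPM at most, made up 0.289% of RTT cells. The alternative that moved the shares most replaced the authors' names with clusters made anew, under which 0.101% of NTT and 54.7% of RTT cells lay in macrophage-like clusters while 26.8% of NTT and 26.3% of RTT cells stayed in unnamed clusters. Of the 582 NTT macrophages, 267 lay in monocyte-like clusters, 244 in clusters named cDC1-like and 62 in unnamed ones. Those named cDC1-like were mostly TAM_H2Ab1 (152) and TAM_cycling (91) cells. NTT cells of these populations carried C1qa at 9879 and 8495 CPM, so the share of 0.101% depends on how clusters were named. Monocyte-like clusters then held 38.9% of NTT and 5.93% of RTT cells.

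The single populations were compared next. TAM_C1q macrophages were 0.571% of NTT cells (17 cells, 0.333 to 0.913) and 41.3% of RTT cells (2001 cells, 39.95 to 42.7). Monocyte_1 cells fell from 33.1% to 2.05% and Infl_Mono cells, the inflammatory monocytes, from 20.8% to 1.94%. TAM_cycling rose from 3.46% to 19.6% and TAM_Spp1 from 6.49% to 14.9%. TAM_H2Ab1 went the other way, from 5.68% to 0.744%, as did Macro, from 3.36% to 0.537%. Ctsk_Macro held 0 of 2975 NTT cells, which allows a share of up to 0.101%, and 5.79% of RTT cells (280 cells). Among dendritic cells, cDC2 were 9.38% and 8.53%, cDC1 were 2.62% and 1.16%, and DC3 were 4.54% and 1.18% of NTT and RTT cells. Myofibrobl cells, which the sort should remove, were 0.471% and 0.496%, and leaving them out changed no class share beyond its interval.

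**Figure D1:**
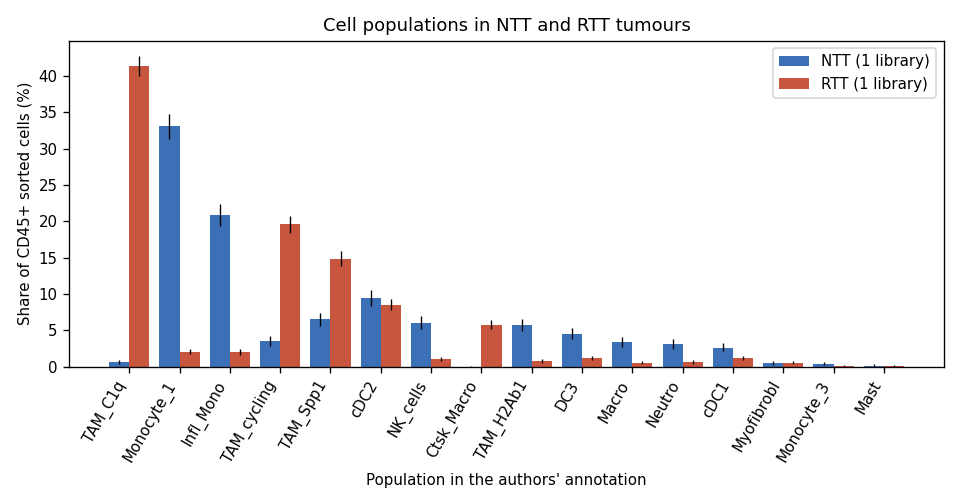
Share of cells in each population, in percent of all cells of the library, for the NTT tumour (2975 cells) and the RTT tumour (4840 cells), with exact 95% binomial intervals that cover counting error only. Monocyte_1 and Infl_Mono lead in the NTT library with 33.1% and 20.8%, and TAM_C1q leads in the RTT library with 41.3%.

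Relative abundance, the measure the study plotted, divides the share in a library by the sum over both. The relative abundance in RTT was 7.04% for monocytes (5.98 to 8.24), 80.9% for macrophages (79.5 to 82.2), 39.7% for dendritic cells (35.8 to 43.6), 14.97% for NK_cells (10.2 to 21.1) and 16.4% for neutrophils (9.69 to 25.8). Without the cells of either library that carried C1qa at 1000 CPM or more, the value of neutrophils was 9.94%. It was 47.6% for cDC2, whose interval of 42.5 to 52.8 includes an equal share. Clusters made anew moved the value of monocytes most, to 13.2%, and that of macrophages to 99.8%. The value of 99.8% depends on the same naming of clusters as the share of NTT macrophages above.

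Within the compartment of monocytes and macrophages, which does not depend on the number of lymphocytes sorted, monocytes were 73.5% of NTT cells (1615 of 2197, 71.6 to 75.3) and 4.73% of RTT cells (199 of 4208, 4.11 to 5.41). Keeping cells with at least 1500 genes moved these shares to 70.1% and 3.57%. TAM_C1q held 0.774% of the compartment in the NTT and 47.6% in the RTT library.

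Expression was then compared over all cells. The median log2 ratio of the 8220 genes with at least 500 UMIs was 0.10. Ctsk, the cathepsin K gene (chromosome 3, 95499256 to 95509362 in mm10), had the largest ratio upward, with 4 UMIs in the NTT and 66386 UMIs in the RTT library (log2 12.83, 11.47 to 14.71), and 98.9% of its UMIs lay in Ctsk_Macro. Atp6v0d2 (7.82), Slc9b2 (7.72), Bdh2 (6.85) and Mmp9 (5.70) also had most of their UMIs in Ctsk_Macro. Oscar had 0 UMIs in the NTT and 1030 in the RTT library, at least 151-fold higher. Ppp1r1a rested on 3 NTT UMIs (log2 6.96, 5.41 to 9.24), with cDC2 as its leading population. Mmp3 rested on 2 (6.79, 4.93 to 9.84), with 89.0% of its UMIs in Myofibrobl. Fcrls (5.72) and Pmp22 (5.72) were led by TAM_C1q cells.

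Among the genes lowest in RTT over all cells, Mcpt1 (2452 UMIs in NTT and 2 in RTT), Jchain (982 and 3) and Igkc (4017 and 54) each had most of their UMIs in a single NTT cell, which held 73.3%, 76.0% and 94.9% of them. Without that cell the log2 ratio was -9.54 for Mcpt1, -7.47 for Jchain and -2.71 for Igkc, against -11.45, -9.54 and -7.40 with it. The other genes of this group were Dnase1l3 (-5.59), Gbp2b (-5.40), Slfn4 (-5.21), Pecam1 (-5.16), Acod1 (-5.15), Fcrl5 (-5.02) and Ifit1bl1 (-4.98). Acod1 had 77.7% of its UMIs in neutrophils, and Slfn4 and Ifit1bl1 were led by Infl_Mono. The mean of per-cell CPM moved a named gene most, taking Igkc from -7.40 to -4.11. Of the 20 named genes, 15 were again named under it, 17 with cells of at least 1500 genes and 9 when no minimum count was set.

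In the fixed panel over all cells, interferon-stimulated genes were lower in RTT. The log2 ratio was -3.72 for Isg15 (chromosome 4, 156199424 to 156200818), from 1844 to 140.1 CPM, -3.76 for Rsad2, -3.23 for Irf7 and -2.92 for Ifit3. Cxcl9 had -2.20 and Cxcl10 (chromosome 5, 92346638 to 92348889) had -1.96. Ly6a fell by 3.03 on the log2 scale. Genes of antigen presentation on class I molecules were lower too, H2-K1 by a log2 ratio of -1.51, B2m of -1.38 and Tap1 of -2.12, and the class II gene H2-Ab1 had -1.04. The lymphocyte genes Gzmb (-4.10), Ifng (-3.74) and Cd8a (-3.77) were lower as well. Higher in RTT were Spp1 (3.24), Ptgs1 (2.52), Apoe (1.74), Mrc1 (1.18) and C1qa (0.97), while Ptgs2 was lower (-2.71).

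Since the shares of the classes differed so widely, expression was compared again within classes. The libraries filled each class with different cells. In the clustering made anew, NTT monocytes lay mainly in clusters 4 (44.5%), 8 (25.4%) and 7 (17.7%) and RTT monocytes in clusters 3 (22.6%), 22 (21.6%), 11 (16.1%) and 14 (15.6%). NTT macrophages lay in clusters 0 (41.9%), 3 (20.4%), 7 (13.9%) and 11 (11.0%) and RTT macrophages in clusters 17 (22.7%), 16 (21.2%), 18 (12.5%), 15 (12.3%) and 14 (10.5%). Of the dendritic cells, NTT cells lay in clusters 2 (32.7%), 12 (27.0%) and 1 (17.7%) and 68.8% of RTT cells in cluster 10. Median depth was closer within classes than over all cells, with 4932 UMIs per NTT and 4845 per RTT monocyte, 8229 and 9021 per macrophage, and 6036 and 5805 per dendritic cell.

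Within monocytes, the genes lowest in RTT were Jchain (781 and 0 UMIs, at least 34.3-fold lower, with 95.9% of its UMIs in 1 cell), Ccl24 (1 RTT UMI, log2 -4.88, -10.19 to -2.38), S100a9 (3 RTT UMIs, -4.43, -6.71 to -2.87), Ocstamp (-4.38) and H2-Q6 (-4.25). S100a9 was at background, with 51.9 CPM in NTT Monocyte_1 and 64.9 CPM in NTT Infl_Mono against 79.9 CPM in NTT NK_cells and 37078 CPM in NTT neutrophils. The highest were Fcrls (7.54), Ch25h (4.97), Ctla2b (3.45), Ccl7 (3.40) and Stab1 (3.33), all with Infl_Mono as the leading population. Monocytes defined by clusters made anew, among which the main cluster of NTT Monocyte_1 cells was left unnamed, moved these most, taking Ch25h to -1.73, and shared 0 of the 10 named genes. In the panel, Ly6a (-1.48), Irf7 (-1.02), Isg15 (-0.66), B2m (-0.92) and Cd274 (-2.16) were lower in RTT monocytes, while Cxcl10 (1.44), Ifit3 (0.93), Apoe (1.12) and Spp1 (3.23) were higher and the interval of Rsad2 (0.13) included 0, while by population it was -0.45 in Infl_Mono and 1.47 in Monocyte_1. In these populations Isg15 was -0.91 and -1.04, Apoe 2.11 and 0.01, and Spp1 4.79 and 2.21. Ifit3 was 0.61 in Infl_Mono and -0.44 (-0.95 to 0.02) in Monocyte_1, so its rise in the class did not extend to Monocyte_1. Cxcl9, at -0.15 in the class, was -2.64 in Infl_Mono and 0.67 in Monocyte_1. The direction of Cxcl10 and Apoe in monocytes reversed under the clusters made anew. Of the 94 RTT Infl_Mono cells, 45 lay in macrophage-like clusters (47.9%, 37.5 to 58.4), against 0 of 620 NTT Infl_Mono cells.

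Within macrophages, the genes lowest in RTT were Igkc (-10.65), Jchain (2 RTT UMIs, -9.35, -12.41 to -7.48), Mzb1 (-6.95), Dnase1l3 (-6.81) and Fcrl5 (-6.54). For each of Igkc, Jchain and Mzb1 a single NTT cell under the label TAM_cycling held most of the UMIs, with 99.1%, 97.5% and 93.7% of them. Such a cell held 3862 of 3882 NTT UMIs for Igkc, 195 of 198 for Jchain and 222 of 225 for Mzb1. RTT macrophages held 16, 2 and 12 UMIs of these genes. Ratios without that cell were not computed within macrophages, so these ratios rest largely on single cells. The highest were Ctsk (0 and 66295 UMIs, at least 3346-fold higher), Slc9b2 (0 and 3346 UMIs, at least 169-fold higher), Rufy4 (1 NTT UMI, 6.93, 4.45 to 12.23), Car2 (1 NTT UMI, 6.74, 4.26 to 12.04) and Atp6v0d2 (6.60), each with over 97% of its UMIs in Ctsk_Macro. Thinning to 2000 UMIs moved Jchain most, to -4.66. In the panel, RTT macrophages had lower Isg15 (-2.68), Ifit3 (-3.23), Cxcl9 (-2.07), Cxcl10 (-1.30), H2-Ab1 (-1.21), B2m (-1.39) and Ptgs2 (-2.33) and higher Spp1 (5.23), Ptgs1 (1.46) and Apoe (1.20). Some of these values pool populations that went apart. Cxcl10 was -0.08 (-0.58 to 0.44) in TAM_Spp1 and -0.39 in TAM_cycling, H2-Ab1 was 1.72 and -0.91, C1qa (0.13 in the class) was 1.98 and -0.12, and Mrc1 (0.16 in the class) was -0.79 and 1.64. Under the shared label TAM_Spp1, Spp1 itself had 167 CPM in NTT and 3982 CPM in RTT cells.

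RTT dendritic cells had lower Isg15 (-3.17), Rsad2 (-3.87), Cxcl10 (-2.94), Cxcl9 (-1.80) and Ccr7 (-1.60). Within DC3, which held most Ccr7 UMIs, Ccr7 was -0.15, and DC3 were 135 of 492 NTT and 57 of 526 RTT dendritic cells. Their class II genes were higher, with H2-Ab1 at 0.72 and Cd74 at 0.92, though H2-Ab1 was lower within DC3 (-0.19), and class I genes lower, with H2-K1 at -0.78 and B2m at -1.29. Apoe (1.07) and C1qa (1.09) were higher under the authors' names, at 391 and 351 CPM in RTT dendritic cells. Both lay below RTT NK_cells (713 and 814 CPM), but only 24.4% of thinned RTT NK_cells had a UMI of C1qa. RTT Infl_Mono cells with a UMI of the monocyte gene Plac8 held C1qa at 109 CPM. NK_cells therefore set no clear background, and how much of these values is free RNA cannot be told. RTT DC3 lay above NK_cells, with Apoe at 1303 CPM (log2 2.93) and C1qa at 1007 CPM (2.60). C1qa lay below NK_cells in RTT cDC1 (254 CPM) and RTT cDC2 (294 CPM). The class ratios of Apoe and C1qa moved most under the first naming rule of the clusters made anew, to -2.84 and -3.19. TMM and DESeq2 scaling shifted all ratios in DC3 by -0.14 and -0.16 and TMM shifted those in Infl_Mono by -0.12, and the shifts in the merged classes stayed below 0.1.

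**Figure D2:**
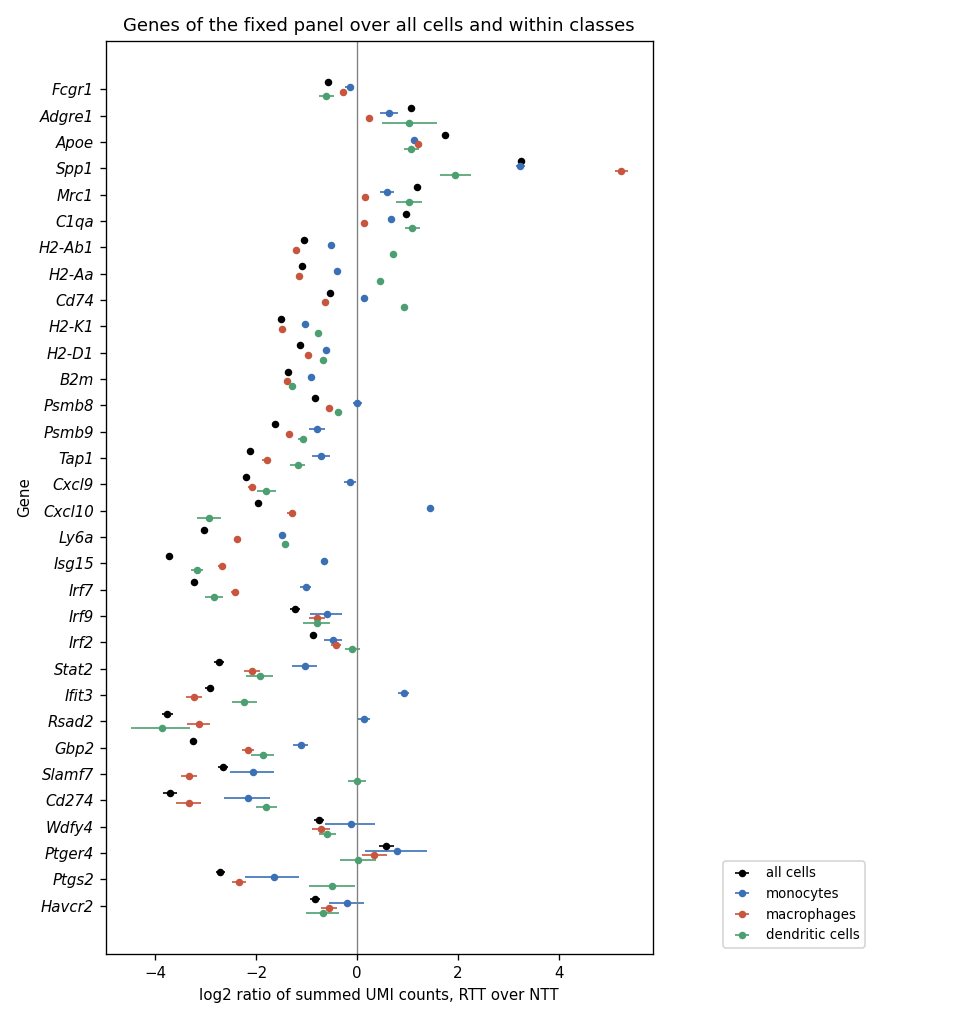
Log2 ratio RTT over NTT of 32 panel genes over all cells and within monocytes, macrophages and dendritic cells, with exact 95% intervals that cover counting error only; genes with at least 100 UMIs and a finite interval in each are drawn. Isg15 lies below 0 in all 3 classes, at -0.66, -2.68 and -3.17, and Cxcl10 lies above 0 in monocytes (1.44) only, where clusters made anew reverse it.

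Fixed gene lists were used to ask whether interferon-related programmes as a whole differed. Over all cells the median log2 ratio of the 119 ISG-DC members in the matrix, of 128 on the list, was -1.96 (counting interval -1.996 to -1.93), and 111 of them were lower in RTT. It was -2.44 for TME-COX, -3.20 for TME-IRF3/7, -2.88 for Inf-cDC2, -2.36 for the inflammatory monocyte list, -1.96 for the monocyte 1 list, -2.29 for CD8 effector memory and -2.19 for CD8 Tpex. All 8 medians lay at percentile 0 of 10000 matched random lists. The choice of members moved ISG-DC most, to -0.89 without those it shares with the other interferon lists, and the log2 ratio of its summed counts was -1.03.

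Within monocytes the lists differed less. The median was -0.33 for ISG-DC (-0.37 to -0.29), -0.96 for TME-COX, -0.83 for TME-IRF3/7, -0.47 for Inf-cDC2, -0.52 for the inflammatory monocyte list and -0.66 for the monocyte 1 list, all at percentile 0.01 or lower. CD8 effector memory (-0.22, percentile 18.3) and CD8 Tpex (-0.47, percentile 3.81) rested on 13 and 12 members, and the summed counts of CD8 Tpex had the opposite sign (0.14). Monocytes defined by clusters made anew moved ISG-DC most, to -1.58. Within macrophages the median was -1.37 for ISG-DC (-1.38 to -1.31), -1.87 for TME-COX, -2.41 for TME-IRF3/7, -2.22 for Inf-cDC2, -1.80 for the inflammatory monocyte list, -1.57 for the monocyte 1 list, -0.26 for CD8 effector memory (percentile 5.57) and -0.92 for CD8 Tpex. Within dendritic cells it was -1.43 for ISG-DC, -2.26 for TME-IRF3/7, -1.97 for Inf-cDC2, -1.80 for the inflammatory monocyte list, -1.23 for the monocyte 1 list, -0.05 for CD8 effector memory (percentile 26.4) and -0.48 for CD8 Tpex (percentile 0.79). TME-COX had a median of -1.83 and a mean of -1.66 in dendritic cells, but its summed counts were higher in RTT (0.16). Under the label NK_cells, with 178 NTT and 51 RTT cells, CD8 effector memory had -0.67 (-0.82 to -0.51) on 23 members. CD8 Tpex had -0.79 (-0.89 to -0.59) there on 24 members, and both lay at percentile 0.

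**Figure D3:**
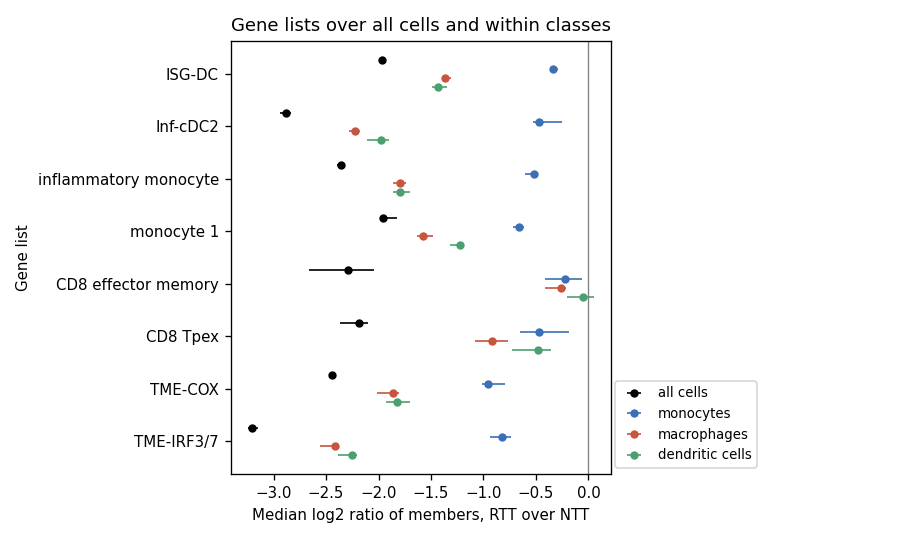
Median log2 ratio RTT over NTT of the members of 8 fixed gene lists over all cells and within monocytes, macrophages and dendritic cells, with intervals from resampled counts. ISG-DC lies at -1.96 over all cells, -0.33 in monocytes, -1.37 in macrophages and -1.43 in dendritic cells.

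A decomposition asked how much of the difference over all cells came from the shares of populations. Shares accounted for 60.1% of the difference in summed CPM of the ISG-DC list, 76.8% for TME-COX, 59.96% for TME-IRF3/7, 57.7% for Inf-cDC2, 56.3% for the inflammatory monocyte list, 67.9% for the monocyte 1 list, 85.6% for CD8 effector memory and 49.0% for CD8 Tpex. The weights moved ISG-DC most, to 46.1% with NTT shares and 74.1% with RTT shares as weights. For single genes the part from shares was 59.6% for Isg15, 30.3% for B2m, 42.9% for H2-K1, 105% for Cxcl9 and 135% for Cxcl10, where expression within populations went the other way. Of the rise in Spp1 30.4% came from shares. Shares gave 91.6% of the fall in Ccr7 and 112% of that in H2-Ab1, whose part within populations was positive. For Arg1 and Mrc1 the shares raised expression and the part within populations lowered it. That part takes the NTT level of TAM_C1q from 17 cells. In the pooled class of macrophages the log2 ratio was -0.23 for Arg1 and 0.16 for Mrc1.

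The share of cycling cells was compared at equal depth. After thinning, 13.5% of NTT macrophages (78 of 576, 10.9 to 16.6, 6 cells left out) and 16.7% of RTT macrophages (666 of 3983, 15.6 to 17.9, 26 cells left out) had a UMI of Mki67 or Top2a, against 26.8% and 28.8% without thinning, the alternative that moved the values most. The difference was 3.18 percentage points (-0.060 to 5.997), and 4.502 (1.77 to 6.77) when cells were thinned to 1000 UMIs. The CPM of both genes together was 289 and 366. Over all cells the thinned shares were 7.08% and 15.4% (13.8% and 26.6% unthinned, 107 and 63 cells left out). In TAM_cycling they were 53.4% and 55.5% (87.4% and 78.1% unthinned, 0 cells left out). As background, TAM_Spp1 had 2.09% in NTT and 3.13% in RTT at median depths of 4949 and 5351 UMIs (5.70% and 6.26% unthinned, 2 and 16 cells left out), and neutrophils had 5.68% and 8.33% at 4141 and 4632 UMIs (6.59% and 13.8% unthinned, 3 and 5 cells left out). Monocytes, with 3.03% and 3.06% (7.18% and 9.05% unthinned, 66 and 3 cells left out), lay at that level. The median depth of macrophages was 8229 and 9021 UMIs.

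Genes that identify the mouse and other cells were checked last. The Y-linked genes Ddx3y (66.9 and 52.7 CPM), Uty (19.4 and 16.4 CPM), Eif2s3y (83.2 and 67.2 CPM) and Kdm5d (13.8 and 13.4 CPM) were expressed in both libraries. The melanoma gene Pmel had 14 NTT and 19 RTT UMIs, and the red cell gene Hbb-bs had 8 and 14. Outside Myofibrobl, Col1a1 had 11 and 18 UMIs and Sparc 4.203 and 4.06 CPM. Under the label NK_cells, 70.1% of NTT and 75.6% of RTT cells had a UMI of the T cell gene Cd3e after thinning (81.5% and 82.4% unthinned, 14 and 10 cells left out, median depths 5359 and 3967 UMIs). Shares outside NK_cells were taken from populations of at least 20 cells in a library. The highest thinned share of Cd3e outside NK_cells was 0.370%, in NTT cDC2, against 0% in RTT cDC2, at median depths of 5874 and 5861 UMIs (0.717% and 0% unthinned, 9 and 9 cells left out). It reached 4.68% for Trac, in RTT Ctsk_Macro at a median depth of 13737 UMIs (23.2% unthinned, 2 cells left out), and 4.17% for Cd3d, in RTT neutrophils (3.45% unthinned, 5 cells left out), against 70.1% and 80.5% for Trac and 79.3% and 87.8% for Cd3d in NTT and RTT NK_cells (80.9% and 80.4%, and 83.7% and 86.3% unthinned).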

Values the study reported

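The study reported that droplets were made with a target of 10,000 cells recovered and sequenced with a target of 15,000 reads per cell. It stated that a cell was kept when over 1,000 genes were found in it, when mitochondrial reads stayed under 15% and when ribosomal reads stayed under 40%.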

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

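The test of macrophage-like cells as the source of the Cxcl10 difference and the free RNA test for the Infl_Mono cells were chosen only after the result was seen.

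Cxcl10 differed in opposite directions between cell types under the same contrast, and that opposition is what brought it here. Its log2 ratio RTT over NTT was 1.44 in monocytes (1.38 to 1.50), -1.30 in macrophages (-1.39 to -1.20) and -2.94 in dendritic cells (-3.18 to -2.70). The difference between cell types was not tested, since each group held 1 library. The value in monocytes was 1.41 under TMM scaling, 1.07 as a mean of per-cell CPM and 1.04 after thinning, and the value in macrophages was -1.06 after thinning, so scaling and depth did not remove the opposition.

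The fall in macrophages is a value of the pooled class. By population, the log2 ratio was -0.08 in TAM_Spp1 (-0.58 to 0.44) and -0.39 in TAM_cycling, and among monocytes it was 1.26 in Infl_Mono and 0.32 in Monocyte_1.

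Macrophage-like cells under a monocyte name were weighed as the source of the rise in monocytes. Without the 58 RTT and 4 NTT monocytes in macrophage-like clusters made without interferon lists, which do not use Cxcl10, the log2 ratio in monocytes was 0.35 (0.24 to 0.45), and that of Ifit3 turned from 0.93 to -0.50. C1qa stood at 875 CPM in the RTT Infl_Mono cells left, below the 1367 CPM of NTT Infl_Mono cells. It was lower, at 392 CPM, in RTT Infl_Mono cells outside the macrophage-like clusters on all variable genes. In RTT Infl_Mono cells with a UMI of the monocyte gene Plac8 it was 109 CPM. Macrophage-like cells may therefore remain among the cells left. With the clusters on all variable genes the ratio was 0.028 (-0.090 to 0.145), but these use Cxcl10 itself and decide nothing. Whether macrophage-like cells are the whole source or part of it cannot be told apart, since the ratio fell under 2-fold and yet stayed above 0.

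What those cells are stays open. In the clustering on all variable genes 45 of the 94 RTT Infl_Mono cells lay in macrophage-like clusters, and 42 in the clustering without interferon lists, against 0 of 620 NTT cells in each. Few NTT cells of any name lay there (3 and 8), so these clusters hardly hold NTT cells at all. Free RNA from macrophages would reach all droplets alike. Yet C1qa was 84.5 times as high (54.6 to 138) in the 47 RTT Infl_Mono cells without a UMI of the monocyte gene Plac8 as in the 47 with one, at 9209 against 109 CPM. Doublets of a monocyte and a macrophage would hold the UMIs of both. The cells in macrophage-like clusters held a median of 7997 UMIs (quartiles 6191 and 10254), 0.630 of the 12685 UMIs that the medians add up to, and Plac8 stood at 33.1 CPM in them against 6257 CPM in the other RTT Infl_Mono cells. Whether they are macrophages in an interferon state was not tested. A difference in biology between the tumour lines stays open and was not tested either, as tumour line, mouse and library cannot be separated.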

How the results depend on the processing

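Leaving out the cells with the highest doublet scores, the second naming rule, keeping bounds on the far side of 0, and the alternatives within cell types for the lists were chosen only after the result was seen. No paired analysis was possible because the groups share only replicate number 1. The planned removal of called doublets was not run, since 0 of 7815 cells were called. Leaving out the 6% with the highest scores instead took away 178 NTT and 290 RTT cells, with median depths of 6599 and 12248 UMIs, and left all 17 main comparisons it covers within their intervals.

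Of 140 values of the main comparisons under an alternative, 72 stayed within the interval, 68 moved beyond it and 0 reversed. For the other lists 193 of 271 stayed, 76 moved and 2 reversed, and for single genes 1329 of 1803 stayed, 455 moved and 19 reversed. TMM and DESeq2 scaling, members with at least 100 counts, all members with 0.5 added and leaving out Myofibrobl moved none of the main comparisons. Unless a reason is given, the cause was not tested.

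With cells of at least 1500 genes, the shares in NTT and RTT were 52.3% and 3.17% for monocytes and 22.3% and 85.5% for macrophages, and 70.1% and 3.57% for monocytes among monocytes and macrophages. The relative abundance in RTT was then 5.71% for monocytes, 79.3% for macrophages and 9.35% for NK_cells. With clusters made anew, the shares were 38.9% and 5.93% for monocytes and 0.101% and 54.7% for macrophages under both naming rules, with relative abundances in RTT of 13.2% and 99.8%, and 30.5% for dendritic cells under the first rule. Without interferon lists in the clustering they were 63.5% and 5.83%, and 0.269% and 56.0%, with relative abundances of 8.41% and 99.5%, and 29.3% for dendritic cells under the first rule. On all variable genes 26.8% of NTT and 26.3% of RTT cells were left unnamed under the first rule and 41.5% and 27.5% under the second, and without interferon lists 0.639% and 25.2%, and 16.9% and 26.2%. NTT macrophages mostly went to monocyte-like clusters (267, and 297 without interferon lists) and, under the first rule, to cDC1-like ones (244 and 259). The T and NK cell cluster got no name under the second rule, so NK_cells have no value there. Macrophages made anew had 3 or 8 NTT cells, too few for expression within them.

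In monocytes from clusters made anew, ISG-DC had -1.58 and TME-COX -1.67, and 6 genes reversed: Apoe (-0.21), Cxcl10 (-1.45), Ptgs1 (-0.051), Ptgs2 (0.95), Ccl7 (-0.0015) and Ch25h (-1.73). That clustering used interferon genes and left the main cluster of NTT Monocyte_1 cells unnamed. In dendritic cells under the first rule, a cluster of NTT cells from TAM_H2Ab1 and TAM_cycling entered the class, and Adgre1 (-2.91), Apoe (-2.84), Mrc1 (-0.91), C1qa (-3.19), Ccl7 (-4.10), Fcrls (-0.84) and Stab1 (-0.63) reversed, none of them under the second.

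For the lists, the mean gave -1.89 for ISG-DC and -2.53 for TME-COX over all cells and -1.43 for ISG-DC in macrophages. Summed counts, which the most abundant members decide by construction, gave -1.03, -0.66 and -0.39 for ISG-DC and -1.61, -1.51 and -0.61 for TME-COX over all cells, in macrophages and in monocytes, and they reversed CD8 Tpex in monocytes (0.14) and TME-COX in dendritic cells (0.16). Mean per-cell CPM gave -1.29 in macrophages and -0.50 in monocytes for ISG-DC, thinning gave -1.39 and -0.47, and leaving out members of the other interferon lists gave -0.89 over all cells, -0.55 in macrophages and -0.20 in monocytes.

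The part from shares was 46.1% for ISG-DC and 70.3% for TME-COX with NTT weights, 74.1% and 83.3% with RTT weights, and 48.6% and 54.6% over broad classes. Cycling macrophages were 8.42% in NTT and 12.9% in RTT at 1000 UMIs, 26.8% and 28.8% without thinning, and 9.72% and 13.2% with at least 2 UMIs of 4 genes, and 19.6% in RTT at 3000 UMIs, where NTT stayed within its interval. The values at other depths follow from the number of UMIs each cell is allowed. The number of cells limits a share of 0 cells to 0.101% in NTT and 0.0620% in RTT.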

Other observations

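The tests of doublets among neutrophils, of macrophage-like cells among monocytes, of single cells, of the sex of the mice, of free RNA from T cells and of depth for cycling macrophages were chosen only after the result was seen.

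The libraries held 2975 NTT and 4840 RTT cells. Both are lower than the value quoted from the study above. That value is a target for cells recovered, while the counts are of cells left after the authors' filters, so the measures differ.

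Of the 29 RTT cells labelled Neutro, 15 had C1qa at 5064 CPM or more, while the other 14 had at most 570.5 CPM and 10 of those had none. In the NTT library 13 of 91 such cells were at or over 1000 CPM. The 15 cells held a median of 10868 UMIs (quartiles 8496 and 12959), 0.995 of the sum of the medians of the other RTT neutrophils (2324) and TAM_C1q cells (8596). S100a9 stood at 5233 CPM in them, 14587 CPM in the other RTT neutrophils and 8.499 CPM in TAM_C1q cells. Doublets of a neutrophil and a macrophage cannot be told apart from single cells that carry both programmes, since the quartiles include both the sum and the median of a single TAM_C1q cell. A difference between the tumour lines was not tested.

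The lower ISG-DC list in RTT monocytes was set against 3 technical explanations. A difference in depth per cell would vanish on thinning, which gave -0.47 (-0.52 to -0.41). A few abundant genes taking the counts would vanish under TMM, which gave -0.36. Macrophage-like cells among the RTT monocytes would take the difference with them, but without those of the clustering made without interferon lists it was -0.81 (-0.87 to -0.73). In RTT Infl_Mono these cells carried more Isg15 than the others, 3520 against 1616 CPM, so their presence raised the list. Each argues against its explanation as the whole cause. As a hypothesis found and tested on the same data, lower interferon-related expression in RTT monocytes could go with the tumour line, which 1 library per group leaves untested, as it does mouse and sort.

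Single cells held most of the UMIs of some genes with the largest ratios over all cells. Without the cell that held most of its UMIs, each of the 20 named genes still differed at least 2-fold in the same direction, so a single cell does not account for these genes as a set, though Igkc moved from -7.40 to -2.71. Small groups of cells were not left out, and 96.6% of the UMIs of Mcpt1 lay in Mast, with 3 NTT and 2 RTT cells. Mice of different sex would leave Y-linked genes in 1 library only, and the log2 ratio of Ddx3y was -0.35. Whether the tumour lines account for these differences was not tested.

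Most cells under the name NK_cells carried Cd3e, Cd3d and Trac. Free RNA from T cells would bring these to other populations alike. Outside NK_cells, in populations of at least 20 cells, the highest thinned share was 4.68% (Trac in Ctsk_Macro), with 4.17% for Cd3d and 0.370% for Cd3e, which argues against free RNA as the whole source. The NK cell genes Ncr1 and Klrb1c were found in 12.2% and 11.6% of thinned NTT cells under that name. In RTT cells under it the shares were 4.88% and 0%. The name thus covers mostly cells with T cell genes, and its lower share in RTT does not stand for NK cells alone. No biological explanation was tested.

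The share of cycling macrophages after thinning was 3.18 percentage points higher in RTT (-0.060 to 5.997), against 1.956 without thinning. A difference in depth per cell would close the gap at equal depth. It was 4.502 points at 1000 UMIs (1.77 to 6.77) and 3.86 at 3000 (0.345 to 6.95), which argues against depth as the whole cause, though the interval at 2000 UMIs includes 0. Tumour line stays open and was not tested.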
